A study of Rattus norvegicus with 206 samples.

How the data were processed

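Liver RNA was profiled in naive male rats of the Hybrid Rat Diversity Panel, a collection of inbred rat strains. Per the labels, liver was kept in RNAlater, RNA was extracted with RNeasy Plus Universal kits, and stranded libraries of rRNA-depleted total RNA were prepared with the Illumina TruSeq kit. The labels describe 206 libraries from 182 rats of 62 strains. The gene table analysed here held 183 of these libraries, from 170 rats of 58 strains in 16 sequencing batches. Of the 58 strains, 30 belong to the HXB/BXH recombinant inbred panel, 5 to the FXLE/LEXF panel and 23 are classic inbred strains, among which SHR/OlaIpcv and BN-Lx/Cub, the progenitors of HXB/BXH, were counted.

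The submitters' processing notes name cutadapt 1.9.1, Bowtie2 2.3.4.3, HISAT2 2.1.0, StringTie 1.3.5, RSEM 1.3.1 and DESeq2 for 201 libraries. For 5 libraries they name Bowtie2 2.4.5, HISAT2 2.2.1, StringTie 2.2.1 and RSEM 1.3.3. The authors' notes to the main table state that reads were aligned to the rn7.2 build in strain-specific genomes carrying known SNPs. The authors deposited gene values on a log2 scale, and the exact transformation is not given in the sources used here. These deposited log2 values carried decimals and no zeros, ranged from 0.155 to 50.5, and had library medians between 7.61 and 7.85. No log2 read count reaches above 25, but 7 values in 6 genes did, spread over 5 libraries. No counts or library totals were used, so the depth of each library is unknown, and no counting interval or detection floor is given. A shrunken log2 value understates the change of a gene with few reads, so weakly expressed genes carry the least reliable fold differences.

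Whether the deposited values had been adjusted for batch is not stated. The share of variance between batches had a median over genes of 2.12% in the main table, below the lowest value of 6.90% among 100 reshuffles of the batch labels. A second table counted on RefSeq gene models had a median of 3.11% (reshuffles 7.55 to 11.8%). An earlier table, counted on Ensembl 96 and the rn6 build, had 31.0% (reshuffles 7.78 to 11.7%). Batch means thus appear to have been removed from the first 2 tables and kept in the third. Removal of batch means also removes part of any strain difference when a strain sits in few batches, and a linear model with batch as a term can restore some of it. Over genes called in the main table, a choice that inflates the slope, differences there had a slope on those in the rn6 table of 1.12 for BN-Lx/Cub, 1.16 for WKY/NCrl and 1.12 for SHRSP/A3NCrl, each against SHR/OlaIpcv, and 0.952, 0.511 and 0.523 without batch. For LEW/Crl against LEW/SsNHsd it was 0.522, and 0.464 without batch, where the LEW/Crl rats also differ in part between the tables. Differences from the model can therefore be larger than the difference between the deposited strain means, and both are given for the genes described most fully.

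Strain and rat number were taken from the labels, and each rat gave 1 value per gene. Repeat libraries of a rat were averaged, including 14 libraries of SHR/OlaIpcv rat 1 from 12 batches, where libraries with the suffixes 1 and 1b were treated as 1 rat. No 2 libraries held identical values. Strains with at least 2 rats were tested, which left 168 rats of 56 strains: 48 strains with 3 rats, 4 with 4 and 4 with 2. A further 2 strains had 1 rat each and were not tested. The main table held 15859 genes, and no gene was filtered out. Gene symbols and positions came from an annotation deposited beside the tables, which paired 88.0% of the gene identifiers with a symbol and gave 14544 a position. Positions are those of that annotation. Its own build is not stated, but 143034 of the 315862 exons of the rn7.2 annotation stood at identical coordinates in it. Genes without a symbol, or with a provisional one, were not named. In the RefSeq table, 177 of 178 library columns were used, and 1 column that matched no label was not. Spike-in rows (81 in the RefSeq and 81 in the rn6 table) were left out.

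Tests used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with strain and sequencing batch as terms and all tested rats in 1 fit. Rats with several libraries took the lowest batch number. SHR/OlaIpcv rat 1 was thus fitted in batch 2, although its value averages libraries of 12 batches. Its batch term may therefore not match its value, which touches every comparison with SHR/OlaIpcv. For BN-Lx/Cub against BN/NHsdMcwi averaging the libraries of each rat left batch and strain confounded, so batch was left out. The libraries of SHR/OlaIpcv rat 1 link those batches, and the later fit to single libraries kept batch in the model. All tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The overall strain test was an F test with 53 and 99 degrees of freedom. The strain share of variance of a gene is the between-strain part of its sum of squares (R squared, often read as broad-sense heritability), set beside 100 permutations of the strain labels. Modality was assessed on the strain means of the HXB/BXH strains with mclust 6.1.1, as the number of equal-variance normal components (1 to 3) with the best Bayesian information criterion (BIC). The intraclass correlation of each panel came from one-way variance components, with 100 permutations of the panel label. The relation across strains used 100000 permutations. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

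The tests, the rule for named genes, 23 lists of genes and cell type markers and the alternatives were fixed before the data were examined, apart from those said to have been chosen later. Named for the strain effect were the 20 genes with the largest strain share among genes with a mean above the median. In SHR/OlaIpcv against BN-Lx/Cub the rule took the 12 largest positive and 12 largest negative differences among genes past the threshold whose rats did not overlap. It took 8 and 8 against WKY/NCrl and SHRSP/A3NCrl, and 5 and 5 in the remaining pairs. For segregation it took the 10 genes with the largest BIC gain of 2 modes over 1. It chose these among genes past the threshold between the progenitors with expression above the median. From each list it took the 2 largest and the smallest strain share, and members past the threshold in a pair. Each list with at least 5 measured members was tested with camera, a competitive set test of limma, at a preset correlation of 0.01 and again with the correlation estimated from the data. The median strain share of a list was ranked among 10000 random lists matched on size and mean expression. Beside each count over all genes stands the count adjusted over the list alone. The lists cover metabolism (alcohol and aldehyde, cytochrome P450, conjugation, bile acid, cholesterol, fatty acid synthesis and oxidation, glucose, urea), plasma proteins and immunity (complement and acute phase, antigen presentation, interferon), rhythm and stress (circadian clock, immediate early and heat shock) and markers of hepatocytes, Kupffer cells, endothelial, stellate, bile duct, lymphocyte, red blood and neutrophil cells, and pancreas and fat. Lists of male-type, female-type and Y-linked genes were written later, after the LEW/Crl values had been seen.

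The model was tested on simulated values of the 15859 genes, in which 200 were changed. For SHR/OlaIpcv against BN-Lx/Cub it recovered 14.9% of genes changed by 0.50 log2, 71.6% at 1.00 and 97.0% at 2.00. For WKY/NCrl the shares were 5.97, 44.8 and 86.4%, for SHRSP/A3NCrl 1.49, 44.8 and 90.9%, for the LEW pair 10.4, 65.7 and 98.5%, for the F344 pair 13.4, 67.2 and 97.0%, and for the BN pair 25.4, 79.1 and 98.5%. Between 2.15 and 6.15% of its calls were false. The BN pair was fitted without batch, so its shares cannot show how batch differences affect its real calls. The strain test recovered 99.8% of 1000 strain effects simulated at an intraclass correlation of 0.5, with 3.76% false calls. The real median was lower, 0.150 in HXB/BXH and 0.145 in classic strains, so recovery for typical genes is not known. The mixture fit found 2 modes in 86.1% of genes simulated with levels 4 SD apart and in 7.20% of normal ones. Rat numbers recur in every strain but name different animals, and deviations of rats sharing a number were uncorrelated across strains (mean correlation -0.00382, against 0.00174 for other numbers), so no pairing was used. Alternatives covered both other tables, the batch term, a block on rat number, low values, median centring, a stricter threshold, single runs, each rat left out, the test's trend and the strains in the fit. Chosen after seeing the data were a fit to single libraries with the rat as a random block, leaving out genes with values above 25, leaving out the 1b libraries, and leaving out LEW/Crl alone or with rat 2 of HXB17/Ipcv. Tables of reconstructed genes, of transcripts and of strain means were not used here. Symbols that 2 identifiers share (Cyp2a2, Sult2a2) are treated as uncertain, as are genes with near-identical copies, such as ribosomal protein genes and their pseudogenes.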

Results

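Gene expression was measured by RNA-seq of rRNA-depleted total RNA in the liver of naive male rats of the Hybrid Rat Diversity Panel. The panel joins classic inbred strains with recombinant inbred strains, which are inbred lines bred from a cross of a pair of progenitor strains. In the gene table analysed, 183 libraries came from 170 rats of 58 strains. The HXB/BXH panel, bred from the spontaneously hypertensive rat SHR/OlaIpcv and the Brown Norway strain BN-Lx/Cub, gave 30 strains, the FXLE/LEXF panel 5, and 23 were classic strains. Strains with at least 2 rats were tested, which were 168 rats of 56 strains. Values are deposited log2 values for 15859 genes, the depth of each library is unknown, and p-values are from limma unless another test is named.

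The genes with the largest strain shares of variance included enzymes of drug and aldehyde metabolism and a secreted liver protein. Aox1 (ENSRNOG00000015354, chromosome 9, 59579621 to 59658772), an aldehyde oxidase, ranged from a strain mean of 11.98 in BN/NHsdMcwi to 14.36 in BXH2/Cub, with an SD between rats of a strain of 0.18. Its strain share of variance was 94.6%. Ces2e (ENSRNOG00000011635, chromosome 19, 157447 to 173413), a carboxylesterase, ranged from 7.86 in GK/FarMcwi to 12.39 in BXH5/Cub (SD 0.42, share 94.5%). Mst1 (ENSRNOG00000019680, chromosome 8, 108768533 to 108773678), which encodes a growth factor-like protein secreted by hepatocytes, ranged from 8.32 in M520/N to 12.37 in HXB1/Ipcv (SD 0.36, share 94.3%). Of 15859 genes, 7997 (50.4%) differed between strains.

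The 20 named genes with the largest shares also held the alcohol dehydrogenase Adh6 (91.8%, 8.12 in BXH12/Cub to 12.14 in LEW/Crl) and the quinone reductase Nqo1 (91.1%, 8.28 in HXB2/Ipcv to 10.62 in BXH9/Cub). The acute phase protease inhibitor Serpina3n ranged from 12.93 in SHRSP/A3NCrl to 17.57 in HXB31/Ipcv (90.4%), and its neighbour Serpina3m from 10.83 in SHRSP/A3NCrl to 14.23 in BN-Lx/Cub (90.8%). Mitochondrial enzymes among them were Acad9 (92.4%), Adhfe1 (90.3%), Echdc2 (90.2%) and Sqor (90.1%). Cfap126 (92.6%), Ildr2 (91.8%), Prnp (91.2%) and Etv3 (90.3%) completed the named genes outside the ribosome. Rpl9, Rps3a, Rps20-ps10, Rps10l1 and Rpl37, ribosomal protein genes and pseudogenes with near-identical copies, had shares of 90.5 to 92.5% and are uncertain. In the RefSeq table the strain share of Rpl9 was 40.1%, the strain share of Rps3a 39.7%, the strain share of Rps10l1 57.1% and the strain share of Serpina3n 61.6%. Across the alternative settings, 51 values of the strain shares of named genes were classed as moved and 64 as the same.

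The median strain share over all genes was 42.6% (quartiles 36.3 and 51.8%), and 70.5% after batch was removed with strain in the model. For the 42.6%, permuted strain labels gave 32.7%, and at most 35.9% in 100 permutations, since few rats per strain inflate the share. No permuted value is given for the 70.5%, so how far it is inflated is not known. The share in the deposited values exceeded 50% in 4565 genes and 80% in 283. The median SD was 0.239 between rats of a strain, 0.168 between strain means, and 0.206 between repeat libraries of SHR/OlaIpcv rat 1. The SD between strain means exceeded that between rats in 14.1% of genes. For 110 of the 168 rats (65.5%), the most similar other rat was of the same strain, against 1.23% under permuted labels. The number of strain-dependent genes fell to 4014 when all rats numbered 1 were left out and to 4276 without those numbered 3. In the HXB/BXH strains alone it was 5257.

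Alcohol and drug metabolism varied strongly between strains. Of 14 measured genes of alcohol and aldehyde metabolism, 13 differed between strains (13 adjusted over the list alone), with a median share of 72.1%. Adh6 and Adh5 (85.6%) led this group, and the mitochondrial aldehyde dehydrogenase Aldh2 did not pass (35.4%, adjusted p = 0.318). Of 25 drug-metabolising cytochromes P450, 24 differed (24 adjusted over the list alone, median 72.0%), led by Cyp1a1 (88.8%) and Cyp2b2 (87.5%), while Cyp3a73 did not pass (35.3%, adjusted p = 0.316). Conjugation enzymes followed with 32 of 33 (32 adjusted over the list alone, median 64.0%), led by Nqo1. The median shares of these 3 lists lay at percentile 100 of 10000 random lists matched on size and expression.

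In lipid metabolism, 16 of 17 fatty acid synthesis genes differed (16 adjusted over the list alone, median 61.5%, percentile 99.8), led by the stearoyl-CoA desaturase Scd (75.9%) and Elovl5 (72.7%), and not Slc25a1 (26.7%). Fatty acid oxidation gave 26 of 29 (28 adjusted over the list alone, 57.4%, percentile 99.95), with Vnn1 at 82.2% and Cyp4a1 at 72.3%. Cholesterol synthesis gave 17 of 23 (17 adjusted over the list alone, 54.0%, percentile 98.3), led by lanosterol synthase Lss (80.1%) and Sc5d (69.7%), and its regulator Srebf2 did not pass (36.9%, adjusted p = 0.221). Bile acid synthesis and transport gave 19 of 22 (20 adjusted over the list alone, 55.1%, percentile 97.6), led by the exporter Abcc2 (79.0%) and Cyp7b1 (78.5%). Glucose metabolism (17 of 20, 17 adjusted over the list alone, 48.8%, percentile 83.4) and the urea cycle (13 of 15, 13 adjusted over the list alone, 52.7%, percentile 84.7) lay nearer to random lists. Their leading genes were Pfkfb1 (74.8%), which encodes an enzyme that controls glycolysis, and the ornithine aminotransferase Oat (74.6%).

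Among immune and plasma protein genes, all 24 interferon response genes differed (24 adjusted over the list alone, median 70.2%, percentile 100), with Ifit1 at 88.2%, Mx2 at 85.5% and Bst2 lowest at 45.6%. Antigen presentation gave 19 of 20 (19 adjusted over the list alone, 59.9%, percentile 100), led by the class I gene RT1-A2 (77.3%) and RT1-DMb (75.7%). Complement, coagulation and acute phase genes gave 41 of 43 (41 adjusted over the list alone, 53.3%, percentile 96.3), led by Serpina3n and A2m (85.1%). Circadian clock genes gave 17 of 19 (18 adjusted over the list alone, 60.4%, percentile 99.99), led by Per3 (72.3%) and Bmal1 (71.7%). Immediate early and heat shock genes gave 20 of 22 (21 adjusted over the list alone, 50.9%, percentile 98.9), led by Hspa8 (65.6%) and Egr1 (64.7%). The time of day of tissue collection was not analysed here.

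Markers of several cell types varied too. Kupffer cell and macrophage markers differed in 12 of 13 (13 adjusted over the list alone, 63.1%, percentile 99.98), with Timd4 at 78.3% and Lyz2 at 77.1%, and lymphocyte markers in 14 of 16 (14 alone, 53.4%, percentile 99.5), with Cd8a at 83.8%. The 5 neutrophil markers (5 alone, 63.5%, percentile 99.0) and 7 red blood cell markers (7 alone, 60.2%, percentile 98.9) all differed, with S100a9 at 71.5% and Hba-a3 at 75.2%. Stellate cell and fibroblast markers gave 10 of 13 (10 alone, 54.2%, percentile 98.2, Lum 76.2%), endothelial markers 11 of 13 (13 alone, 51.8%, percentile 97.1, Pecam1 68.8%), bile duct markers 5 of 8 (5 alone, 48.3%, percentile 83.3, Spp1 74.0%) and pancreas and fat markers 3 of 4 (3 alone, 67.7%, too few to rank, Cpb1 79.3%). Hepatocyte markers gave 7 of 10 (7 alone), and their median of 49.4% lay at percentile 50.1, with Fgb highest at 56.7% and Ambp not past the threshold (32.4%, adjusted p = 0.358). Counts called alone are those adjusted over the list alone.

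SHR/OlaIpcv against BN-Lx/Cub compared the progenitors of the HXB/BXH panel. The aldehyde dehydrogenase Aldh1a7 (ENSRNOG00000017878, chromosome 1, 218200955 to 218248912) was at 9.93 ± 1.06 in SHR/OlaIpcv and 6.45 ± 0.66 in BN-Lx/Cub (SD, n = 3 each), a model difference of 5.15 (SE 0.58, adjusted p = 1.82e-11). Mst1 was lower in SHR/OlaIpcv, at 9.23 ± 0.15 against 12.13 ± 0.45 (difference -2.68, SE 0.32, adjusted p = 1.2e-10). The interferon-induced gene Ifit1 was higher by 4.40, the fasting hormone gene Fgf21 by 2.50 and the retinoic acid hydroxylase Cyp26a1 by 2.46. Lower were the hydroxyacid oxidase Hao2 (-2.84, 10.70 ± 0.31 against 13.08 ± 0.31) and the steroid hydroxylase Cyp17a1 (-2.76). In total 509 genes differed, 200 higher and 309 lower in SHR/OlaIpcv, of which 293 differed by more than 2-fold.

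Further genes named in this pair were Adm2 (2.43), Adam30 (2.19), St8sia1 (2.03), Tsku (2.03) and Scrn1 (2.01) on the higher side and Cfap95 (-3.22), Slc24a2 (-3.14), Ms4a6b (-2.92) and Mpped1 (-2.77) on the lower side. Ribosomal protein genes with near-identical copies went both ways and are uncertain. Rpl9-ps31 (4.65), Rps20-ps10 (3.47) and Rpl37 (3.17) were higher, and Rpl9 (-4.40), Rps20 (-4.22), Rps15al4 (-4.12), Rps10l1 (-2.92) and Rps3a (-2.86) were lower. In the RefSeq table Rpl37 was lower by -5.43, Rps10l1 no longer differed (0.15, adjusted p = 0.972), and the calls of Adam30, Rpl9, Rps20, Rps15al4 and Rps3a were lost. The genes that differed were over-represented on chromosome 2 (50 of 979 measured, odds ratio 1.66) and chromosome 4 (46 of 915, odds ratio 1.62). Each had an adjusted p of 0.0401 by Fisher's exact test over the chromosomes. Genes close together shared their pattern over strains and are not independent, so this p-value overstates the evidence. Fitted to single libraries with the rat as a random block, the count was 791.

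By group, several plasma proteins of the acute phase and complement were lower in SHR/OlaIpcv. Of 43 measured, 9 differed (1 higher and 8 lower, 17 adjusted over the list alone), with Serpina3n lower by -1.74, the iron-regulating hormone hepcidin Hamp by -1.95 (8.92 ± 0.39 against 11.66 ± 0.25), Crp by -0.77 and the fibrinogen chain Fga by -0.61, and A2m higher by 1.39. The list shifted down at a preset correlation (adjusted p = 1.28e-09, and adjusted p = 0.177 with an estimated correlation). Fatty acid synthesis genes were higher in 3 of 17 (4 adjusted over the list alone), Gpam by 0.73, Fads2 by 0.92 and Elovl6 by 1.02 (adjusted p = 0.000297, and adjusted p = 0.528 with an estimated correlation). Conjugation enzymes differed in 7 of 33 (5 higher and 2 lower, 9 adjusted over the list alone), with Nqo1 higher by 1.15 and the oestrogen sulfotransferase Sult1e1 lower by -1.87 (adjusted p = 0.0131, and adjusted p = 0.583 with an estimated correlation). Their set test at the preset correlation did not pass without the batch term (adjusted p = 0.612). It passed with the replicate number as a block (adjusted p = 0.0201) and after median centring (adjusted p = 0.0139). In alcohol metabolism, Aldh1a7 was higher and Adh6 (-1.62) and Adh5 (-0.54) were lower (3 of 14, 8 adjusted over the list alone). Of markers of other cells, Cd8a was higher by 1.26 and Lrat by 1.01, and Dcn (-0.97), Epcam (-0.87) and the elastase Cela1 (-1.11) were lower.

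Whether these progenitor differences segregate was asked in the 30 HXB/BXH strains, which carry mixtures of both genomes. Echdc2 (ENSRNOG00000029333, chromosome 5, 122915462 to 122934860) was at 10.19 ± 0.38 in SHR/OlaIpcv and 8.78 ± 0.11 in BN-Lx/Cub, and its strain means fell into 2 groups near these levels. Mst1 split the strains in the same manner. Cfap126 (difference 1.77), Acad9 (0.70), Pkhd1 (0.92) and Agxt2 (-1.22) were also among the 10 genes named for the clearest 2 modes. Beside them stood Rpl9, Rpl9-ps30, Rps20-ps10 and Rpl37, which are uncertain. The 10 were chosen only among genes that differed between the progenitors and had expression above the median. Their progenitor differences were thus fixed by the choice. Of the 509 genes that differed between progenitors, 246 (48.3%, exact 95% interval 43.9 to 52.8%) had 2 or more modes over the strain means, against 1234 of 15350 other genes (8.04%, odds ratio 10.7, Fisher's exact p = 1.88e-120). Simulated normal values gave 6.04%. Genes are not independent of one another, so the p-value overstates the evidence.

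**Figure D1:**
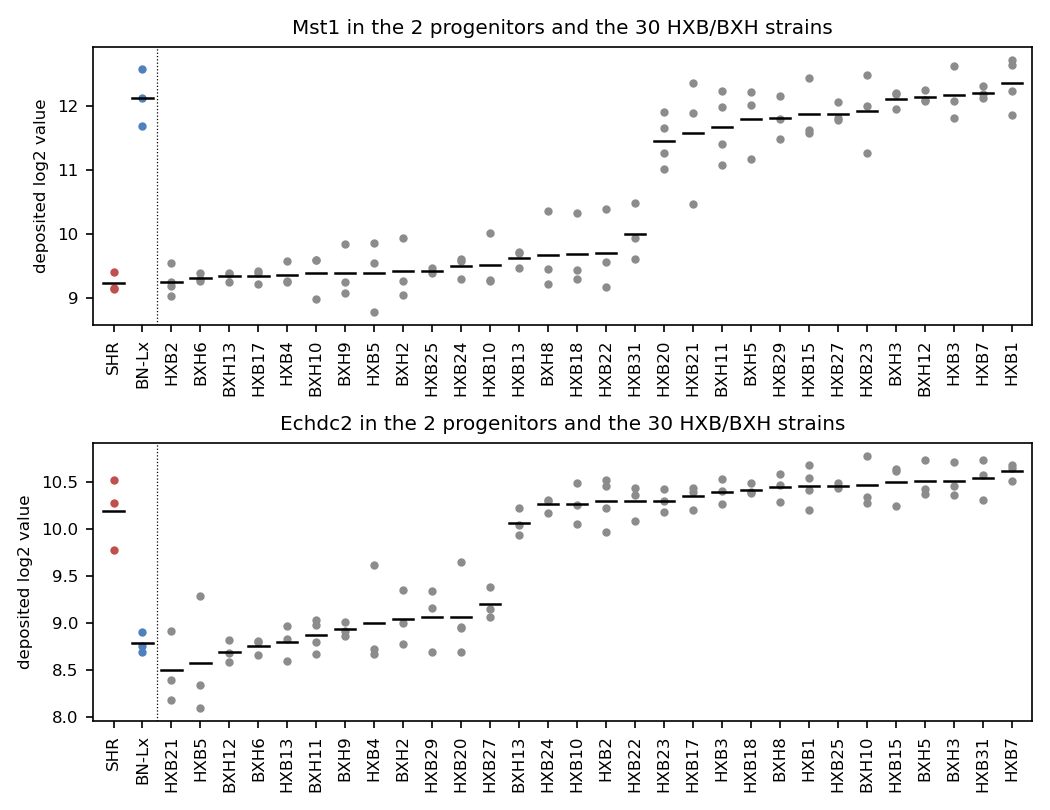
Deposited log2 values of Mst1 (upper panel) and Echdc2 (lower panel) in single rats (points) of the 2 progenitors and the 30 HXB/BXH strains, with strain means as lines and strains ordered by mean. Mst1 means are 9.23 in SHR/OlaIpcv and 12.13 in BN-Lx/Cub, Echdc2 means 10.19 and 8.78, and the HXB/BXH strain means form a low and a high group for each gene.

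How much of the variation lies between strains was compared between the panels with the intraclass correlation, the share of variance between strains corrected for the number of rats. Its median over genes was 0.150 in the 30 HXB/BXH strains and 0.145 in the 21 classic strains with at least 2 rats. The difference of 0.00487 did not stand out from 100 permutations of the panel label (permutation p = 0.960). The direction was not stable. In the earlier rn6 table, which held fewer libraries and kept its batch means, HXB/BXH strains had the lower value (difference -0.150). So they did after batch was removed with strain in the model (-0.467). Each had a permutation p of 0.0099, the smallest that 100 permutations can give. Most batches held mainly HXB/BXH or mainly other strains, so differences between batches can enter these values. Permuting the panel label over strains does not account for this.

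**Figure D2:**
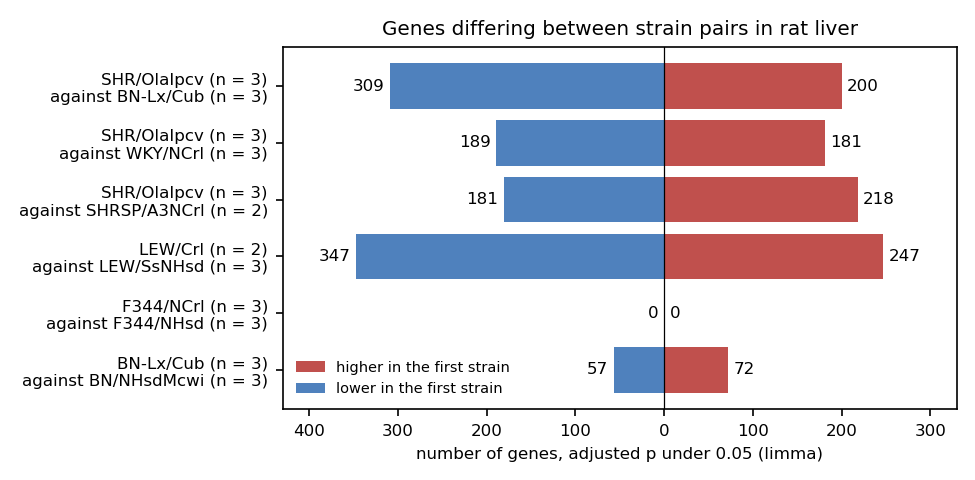
Number of genes with adjusted p under 0.05 (limma) in each of 6 strain pairs, with genes higher in the first strain to the right and genes lower in it to the left of 0. The counts run from 0 in F344/NCrl against F344/NHsd to 247 higher and 347 lower in LEW/Crl against LEW/SsNHsd.

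SHR/OlaIpcv against WKY/NCrl set the hypertensive strain beside its usual normotensive control. The soluble epoxide hydrolase Ephx2 (ENSRNOG00000017286, chromosome 15, 40289938 to 40327632) was higher in SHR/OlaIpcv, with deposited means of 10.82 ± 0.20 and 9.78 ± 0.28 (SD, n = 3 each) and a model difference of 2.55 (SE 0.52, adjusted p = 0.000725). Deposited values are close to equal in their batch means, and with batch in the model the strain differences are larger than those of the deposited means. Ifit1 (4.94), the acyl-CoA synthetase Acsm3 (2.92), Cemip (2.68), the acyl-CoA thioesterase Acot5 (2.44), Tnfrsf9 (2.39), Igfbp2 (2.37) and Krt23 (2.32) were also higher. Lower were Clca2 (-5.50, 2.42 ± 0.17 against 5.79 ± 0.67), the cadherin Cdh17 (-4.34, 6.85 ± 0.72 against 7.85 ± 0.15), Dpp6 (-3.88, 3.47 ± 0.10 against 5.57 ± 0.35), the urinary protein gene Rup2 (-3.67, 12.68 ± 0.50 against 14.17 ± 0.49), Stac3 (-3.65, 6.59 ± 0.29 against 7.33 ± 0.12), Cyp3a9 (-3.60), the magnesium channel gene Trpm6 (-3.27) and the uncertain Rps15al4 (-3.21). In all, 370 genes differed, 181 higher and 189 lower, and 268 by more than 2-fold.

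By group, cholesterol synthesis genes were higher in SHR/OlaIpcv than in WKY/NCrl in 3 of 23 (7 adjusted over the list alone), namely Sqle by 1.24, Nsdhl by 0.92 and Fdft1 by 0.73 (adjusted p = 4.74e-06, and adjusted p = 0.446 with an estimated correlation). Antigen presentation was lower in 3 of 20 (4 adjusted over the list alone), all class II genes, RT1-Ba by -1.20, RT1-DMb by -1.20 and RT1-Da by -0.96 (adjusted p = 0.000165, and adjusted p = 0.692 with an estimated correlation). Red blood cell markers were lower, Hbb by -1.85 and Alas2 by -1.76 (2 of 7, 4 adjusted over the list alone, adjusted p = 1.89e-05, and adjusted p = 0.131 with an estimated correlation). In alcohol metabolism 4 of 14 differed (7 adjusted over the list alone), with Adh6 (1.79), Aldh1a1 (1.52) and Cyp2e1 (0.96) higher and Acss1 lower (-1.22) (adjusted p = 0.0298, and adjusted p = 0.446 with an estimated correlation). The preset set test of alcohol metabolism gave adjusted p = 0.193 without the batch term. It gave adjusted p = 0.00494 with the replicate number as a block and adjusted p = 0.0265 after median centring. The endothelial marker Clec4g was lower by -1.97 (1 of 13, 1 adjusted over the list alone, adjusted p = 0.0298, and adjusted p = 0.793 with an estimated correlation) and the macrophage marker Timd4 higher by 1.91. Serpina3n (-2.64), the male-type Cyp2c11 (-3.08) and Sult1e1 (-2.94) were lower, and Cyp2b2 (2.05), Gstt3 (1.84), Elovl6 (2.29) and Ppargc1a (1.43) were higher.

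The comparison with WKY/NCrl depended on the model and on SHR/OlaIpcv rat 1. Without that rat 226 genes differed (100 higher and 126 lower), and with the replicate number as a block 430 did (235 higher and 195 lower). Without the batch term 273 differed, of which 121 were among the 370, and the calls of Ephx2 (1.05, adjusted p = 0.120), Igfbp2 (1.15, adjusted p = 0.0910), Cdh17 (-0.99, adjusted p = 0.335) and Stac3 (-0.73, adjusted p = 0.554) were lost. With only the 6 rats of the pair in the fit, which also left batch out, 95 differed, and the calls of Cemip (1.53), Cdh17 (-0.99), Rup2 (-1.50), Stac3 (-0.73) and Rps15al4 (-2.10) were lost. In the rn6 table the difference of Krt23 fell to 0.80 (adjusted p = 0.105), and in the RefSeq table that of Rps15al4 was 0.

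SHR/OlaIpcv against SHRSP/A3NCrl set the hypertensive strain beside its stroke-prone relative. This comparison used the same SHR/OlaIpcv rats as those above, so they are not independent. The alarmin cytokine gene Il33 (ENSRNOG00000016456, chromosome 1, 227721435 to 227736617) was higher in SHR/OlaIpcv (11.57 ± 0.06, n = 3, against 10.00 ± 0.10, n = 2; model difference 2.61, SE 0.38, adjusted p = 2.52e-07). Ifit1 (4.59, 8.18 ± 1.04 against 5.73 ± 0.66), Aldh1a7 (4.00, 9.93 ± 1.06 against 8.34 ± 0.26), the imprinted RNA H19 (3.41, 12.57 ± 0.60 against 11.00 ± 0.36) and Igfbp2 (2.67, 9.52 ± 0.26 against 8.18 ± 0.92) were higher too. Lower were the lipocalin gene Obp3 (-5.57, 10.19 ± 0.69 against 11.88 ± 0.27), Dhrs7l1 (-5.35), Clca2 (-5.20), Stac3 (-4.65, 6.59 ± 0.29 against 8.26 ± 0.25), Rup2 (-4.53) and the fatty acid hydroxylase Cyp4a8 (-4.10). Rpl9-ps31 (5.25), Rps20-ps10 (4.05), Rpl37 (3.03), Rpl9 (-4.55) and Rps20 (-4.39) are uncertain, and in the RefSeq table Rpl37 (-0.26, adjusted p = 0.921), Rpl9 (-0.11, adjusted p = 0.898) and Rps20 (-0.40, adjusted p = 0.467) no longer differed. The call of Rps20 was also lost in the rn6 table (-0.61), with the replicate number as a block (-3.80), with 1 library per rat (-3.35) and without SHRSP/A3NCrl rat 3 (-3.93). In all, 399 genes differed, 218 higher and 181 lower, and 273 by more than 2-fold.

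By group, cholesterol synthesis was higher in SHR/OlaIpcv than in SHRSP/A3NCrl in 4 of 23 (8 adjusted over the list alone), Sqle by 1.5, Nsdhl by 1.05, Sc5d by 0.83 and Fdft1 by 0.82 (adjusted p = 2.72e-06, and adjusted p = 0.616 with an estimated correlation). Alcohol metabolism differed in 4 of 14 (9 adjusted over the list alone), with Aldh1a7, Aldh1a1 (2.39) and Cyp2e1 (1.09) higher and Acss1 (-1.39) lower (adjusted p = 0.0211, and adjusted p = 0.616 with an estimated correlation). Conjugation enzymes differed in 5 of 33 (8 adjusted over the list alone), with Ephx2 (2.55), Gsta3 (2.10), Nqo1 (1.57) and Gsta4 (0.81) higher and Sult1e1 (-2.60) lower (adjusted p = 0.0253, and adjusted p = 0.775 with an estimated correlation). At the preset correlation the set test of conjugation enzymes gave adjusted p = 0.338 with the replicate number as a block. It gave adjusted p = 0.0093 without the batch term and adjusted p = 0.0248 after median centring. In fatty acid oxidation Hadhb was higher by 0.70 (1 of 29, 3 adjusted over the list alone, adjusted p = 0.0325, and adjusted p = 0.775 with an estimated correlation). In antigen presentation 0 of 20 passed with limma (0 adjusted over the list alone, set test adjusted p = 0.0186, and adjusted p = 0.775 with an estimated correlation). Without the batch term the preset set test gave adjusted p = 0.168 for antigen presentation and adjusted p = 0.0777 for alcohol metabolism. With the replicate number as a block it gave adjusted p = 0.00834 and 0.0024 in turn, and after median centring 0.0101 and 0.0192. Cyp2c11 (-3.73) and Cyp3a9 (-3.31) were lower, and A2m (2.13), Kng1 (1.5), Ppargc1a (1.87) and Elovl6 (1.81) were higher. The neutrophil gene Ngp was higher by 1.45 at a low level of 2.52 ± 0.07.

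The count against SHRSP/A3NCrl was 140 without the batch term (48 higher and 92 lower), with 94 of these among the 399 and the calls of Aldh1a7 (1.58, adjusted p = 0.485), H19 (1.56), Igfbp2 (1.34), Obp3 (-1.68) and Stac3 (-1.67) lost. It was 149 with only the 5 rats of the pair in the fit, which also left batch out (50 higher and 99 lower, calls of Ifit1, at 2.45, Aldh1a7 and Igfbp2 lost). It was 250 without SHR/OlaIpcv rat 1 (119 higher and 131 lower) and 166 without SHRSP/A3NCrl rat 1 (72 higher and 94 lower), which leaves a single rat that is assumed to vary like the others.

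LEW/Crl against LEW/SsNHsd compared substrains of the Lewis rat. Genes known to be expressed at higher levels in female rat liver were high in LEW/Crl. The steroid sulfate hydroxylase Cyp2c12 (ENSRNOG00000047945, chromosome 1, 238699859 to 238757011) was at 15.65 ± 0.18 (n = 2) against 12.28 ± 0.39 (n = 3), a difference of 4.04 (SE 0.59, adjusted p = 3.29e-07), and the prolactin receptor gene Prlr at 10.88 ± 0.15 against 7.39 ± 0.28 (4.20, adjusted p = 1.36e-11). The male-type Cyp2c11 (ENSRNOG00000052810, chromosome 1, 236762842 to 236799069) was low, at 11.87 ± 1.52 against 14.72 ± 0.21 (-3.55, adjusted p = 2.24e-10), as were Obp3 (-3.82), the androgen-dependent Pbsn (-4.07), Nox4 (-3.77) and Rp1 (-3.55). The Y-linked genes Kdm5d (8.56 against 9.48), Eif2s3y (8.58 against 9.93) and Uty (8.03 against 9.38) had lower means in LEW/Crl, although all rats are described as male. Of the 5 genes measured on chromosome Y, 4 differed (Fisher's exact p = 9.89e-06, adjusted p = 0.000218). These genes are not independent of one another, so the p-value overstates the evidence. In all, 594 genes differed, 247 higher and 347 lower, and 262 by more than 2-fold.

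**Figure D3:**
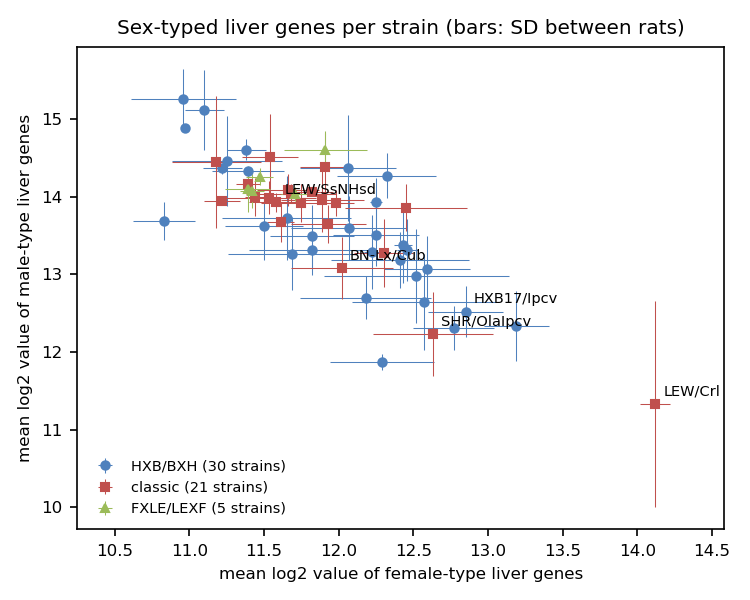
Mean log2 value of male-type liver genes (vertical axis) against that of female-type liver genes (horizontal axis) in 56 strains, 1 point per strain with bars for the SD between rats, coloured by panel. LEW/Crl lies apart at a female-type mean of 14.12 and a male-type mean of 11.33, and LEW/SsNHsd at 11.58 and 13.93.

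A1bg held values of 25.4 and 47.2 in the LEW/Crl rats against 10.58 ± 0.14 in LEW/SsNHsd. No log2 read count reaches such values, so no fold is given. Otogl (3.34) was higher, as was Sult2a2 (4.49 for ENSRNOG00000062869), a symbol that 2 identifiers share. Of 25 drug-metabolising cytochromes P450, 6 differed (1 higher and 5 lower, 10 adjusted over the list alone), with Cyp2c13 (-3.12), Cyp3a62 (-2.41) and Cyp3a18 (-2.25) lower beside Cyp2c11 (adjusted p = 0.0443, and adjusted p = 0.317 with an estimated correlation). In alcohol metabolism Adh6 (3.18), Adh7 (1.43) and Acss2 (0.76) were higher (3 of 14, 6 adjusted over the list alone, adjusted p = 0.00219, and adjusted p = 0.113 with an estimated correlation). Fatty acid synthesis was higher in 3 of 17 (3 adjusted over the list alone), Elovl6 by 1.72, Gpam by 1.00 and Dgat2 by 0.72 (adjusted p = 0.0118, and adjusted p = 0.616 with an estimated correlation). In cholesterol synthesis Fdft1 was higher by 0.58 (1 of 23, 7 adjusted over the list alone, adjusted p = 8.63e-05, and adjusted p = 0.424 with an estimated correlation). The Y-linked genes were lower in the same rats as all these groups.

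Complement and coagulation genes were lower in LEW/Crl in 5 of 43 (16 adjusted over the list alone), among them C9 (-1.22) and F9 (-1.21) (adjusted p = 0.00133, and adjusted p = 0.424 with an estimated correlation). Bile acid genes were lower in 2 of 22 (3 adjusted over the list alone), the conjugating enzyme Baat by -0.70 and Akr1d1 by -0.83 (adjusted p = 0.0118, and adjusted p = 0.0477 with an estimated correlation, which rose to adjusted p = 0.358 without the batch term and adjusted p = 0.206 after median centring). Hepatocyte markers gave 0 of 10 with limma (3 adjusted over the list alone, set test adjusted p = 0.0182, and adjusted p = 0.424 with an estimated correlation), and in the interferon list Mx2 was lower by -1.20 (1 of 24, 3 adjusted over the list alone, adjusted p = 0.0253, and adjusted p = 0.616 with an estimated correlation). Lower too were the clock repressors Nr1d1 (-1.83) and Nr1d2 (-1.01) (2 of 19, 4 adjusted over the list alone), although the circadian list had a median difference of 0.37. The urea cycle enzyme gene Otc was lower by -1.04 (2 of 15, 2 adjusted over the list alone, list median 0.06). The gluconeogenic Pck1 (-1.20) and Pfkfb1 (-1.28) were lower (3 of 20, 3 adjusted over the list alone, list median -0.09). Of pancreas and fat markers 2 of 4 differed, 1 higher and 1 lower (2 adjusted over the list alone, list median -0.23). The exocrine gene Cpa1 was the higher one, by 2.12. These genes moved in the same rats whose Y-linked genes were lower. The total was 155 without LEW/Crl rat 1 (82 higher and 73 lower) and 375 without LEW/Crl rat 2, each of which leaves a single rat that is assumed to vary like the others. It was 251 without LEW/SsNHsd rat 2, 412 without the batch term, 287 with only the 5 rats of the pair and no batch in the fit, and 910 in the rn6 table. Without the batch term, preset set tests gave adjusted p = 0.0534 for complement, 0.0659 for hepatocyte markers and 0.0767 for cytochromes P450. Interferon and bile acid genes each had adjusted p = 0.0668 there. Alcohol metabolism and fatty acid synthesis (each adjusted p = 8.92e-05) and cholesterol synthesis (adjusted p = 3.62e-05) still passed. With an estimated correlation, alcohol metabolism passed there (adjusted p = 0.0423).

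F344/NCrl against F344/NHsd compared substrains of the Fischer rat, and no single gene stood out. With limma 0 genes passed, with 1365 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0824 (n = 3 each). Other settings gave 0 to 4 genes, and 31 with only the 6 rats of the pair in the fit. Several lists were shifted down in F344/NCrl at a preset correlation and none with an estimated one. For fatty acid oxidation the median difference was -0.31, with 0 of 29 genes past the threshold over all genes and 6 adjusted over the list alone (adjusted p = 6.42e-10, and adjusted p = 0.0681 with an estimated correlation). For complement and coagulation it was -0.25 (0 adjusted over the list alone, adjusted p = 3.23e-07, and adjusted p = 0.204 with an estimated correlation), and for glucose metabolism -0.32 (3 adjusted over the list alone, adjusted p = 0.000496, and adjusted p = 0.204 with an estimated correlation). Fatty acid synthesis (-0.31), endothelial markers (-0.27), hepatocyte markers (-0.35) and red blood cell markers (-0.60) had 0 genes adjusted over the list alone and adjusted p = 0.000827, 0.000839, 0.000859 and 0.00243, and with an estimated correlation adjusted p = 0.253, 0.221, 0.204 and 0.221.

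BN-Lx/Cub against BN/NHsdMcwi compared Brown Norway strains, which were sequenced in different batches. With 1 value per rat batch could not be fitted beside strain here and was left out. The aryl hydrocarbon target Cyp1a1 (ENSRNOG00000019500, chromosome 8, 58096021 to 58102130) was higher in BN-Lx/Cub, at 7.67 ± 0.38 against 5.39 ± 0.23 (SD, n = 3 each; difference 2.28, SE 0.28, adjusted p = 1.27e-08), and the oxysterol hydroxylase Cyp7b1 was lower, at 8.25 ± 0.42 against 10.27 ± 0.38 (-2.02, adjusted p = 2.52e-07). Cyp2c12 (2.32), Scd (1.85), H19 (1.65) and Ms4a6b (1.59) were higher, and the collagen-crosslinking Lox (-1.92), Akr1c2 (-1.86), Stac3 (-1.76) and Cyp3a9 (-1.75) were lower. In all, 129 genes differed, 72 higher and 57 lower, and 72 by more than 2-fold. In the RefSeq table the calls of H19 (1.47, adjusted p = 0.0801) and Stac3 (-1.62, adjusted p = 0.0801) were lost, with differences near those here. Interferon response genes were higher in BN-Lx/Cub, with a median difference of 0.63. Of 24, 3 passed, Usp18 by 1.18, Oas1a by 1.02 and Oas2 by 0.84, and 16 when adjusted over the list alone (adjusted p = 4.52e-16, and adjusted p = 0.0225 with an estimated correlation).

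Other lists in the Brown Norway pair did not hold with an estimated correlation. Cholesterol synthesis was higher in 2 of 23 (7 adjusted over the list alone), Lss by 0.83 and Sc5d by 0.59 (adjusted p = 7.38e-08, and adjusted p = 0.175 with an estimated correlation), and fatty acid synthesis in 2 of 17 (3 adjusted over the list alone), Scd and Thrsp by 0.93 (adjusted p = 2.68e-06, and adjusted p = 0.175 with an estimated correlation). Antigen presentation (0 of 20, 2 adjusted over the list alone), complement (0 of 43, 1 adjusted over the list alone) and Kupffer cell markers (0 of 13, 2 adjusted over the list alone) were shifted up with limma's camera at adjusted p = 2.68e-06, 2.68e-06 and 0.000547, and adjusted p = 0.210, 0.175 and 0.210 with an estimated correlation. In fatty acid oxidation Vnn1 was higher by 0.88 (1 of 29, 1 adjusted over the list alone, adjusted p = 0.0282, and adjusted p = 0.480 with an estimated correlation). Neutrophil markers were shifted up (median difference 0.72, 0 of 5, 3 adjusted over the list alone). The urea cycle was shifted down (median difference -0.11, 0 of 15, 0 adjusted over the list alone). Each of these had adjusted p = 0.0475 with camera, and adjusted p = 0.350 and 0.480 in turn with an estimated correlation. Left out in turn, BN-Lx/Cub rat 2 left 48 genes (20 higher and 28 lower), BN-Lx/Cub rat 3 left 65, and BN/NHsdMcwi rats 1, 2 and 3 left 71, 70 (32 higher and 38 lower) and 74, and each of the calls of Cyp2c12, Scd, H19, Ms4a6b, Akr1c2 and Stac3 ended without at least 1 of these rats or of BN-Lx/Cub rat 1, with differences there of 1.91, 1.56, 1.51 to 1.68, 1.32 to 1.62, -1.80 and -1.66 to -1.87, near those with all rats. Fitted to single libraries with batch in the model, where the repeat libraries of SHR/OlaIpcv rat 1 link the batches, 767 genes differed. Only 88 of the 129 were among them, and the calls of Scd (0.50, adjusted p = 0.619) and Ms4a6b (0.30, adjusted p = 0.816) were lost. In that fit, chosen after the data were seen and without a set test, 13 of 24 interferon response genes were higher (median difference 0.90), 11 of 23 of cholesterol synthesis (0.86), 5 of 13 Kupffer cell markers (0.72), 3 of 5 neutrophil markers (1.75) and 1 of 17 of fatty acid synthesis (0.18).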

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

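The 3 tests of the LEW/Crl pattern and 2 of the 3 tests of SHR/OlaIpcv rat 1 were chosen after the result was seen, and the tests of neighbouring genes and of other splits before.

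In LEW/Crl, female-type liver genes such as Cyp2c12 and Prlr were high and male-type genes such as Cyp2c11 were low, in rats 1 and 2 of the main table and rats 1 and 3 of the rn6 table. Removal of batch means by the authors does not explain this, since the male-type minus female-type mean of LEW/Crl lay -6.21 from that of LEW/SsNHsd in the rn6 table, where batch means were kept (SD between rats 0.56, 4 male-type and 5 female-type genes), and -5.14 in the main table (5 and 6 genes). A difference between male rats with usual Y-linked expression is argued against by the Y-linked mean, -2.12 from that of the other strains in the rn6 table (SD between rats 0.26). RNA of female liver, from a wrong sex label or a mixed sample, could give such values, as the higher LEW/Crl rat of each table lay -1.8 from the other strains in the rn6 table (rat 3) and -0.88 in the main table (rat 2, SD between rats 0.31). A mixed sample, a wrong label and a Y chromosome with low expression in this substrain stay open.

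An earlier form of the Y-linked test asked whether LEW/Crl lay below every other rat. It came out against female RNA, since LEW/Crl rat 2 lay 0.74 above the lowest other rat in the main table and LEW/Crl rat 3 lay 0.42 above it in the rn6 table. The lowest other rat was HXB17/Ipcv rat 2, and the test was then replaced by the comparison with the mean of the other strains. The ambiguous Cyp2a1 and Cyp2a2 were taken out of the male-type and female-type means after their values were seen, A1bg was left out for its extreme values, and Sult2a2 was kept although its symbol is uncertain.

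The libraries of SHR/OlaIpcv rat 1 differed from each other (median SD 0.206), with a median absolute difference of 0.112 and 0.284 in the 2 pairs of libraries 1 and 1b within a batch against 0.191 between batches for the same name and 0.210 for 1 against 1b, so the difference was not shown to lie between batches, and whether 1b is another rat is not known. For batch effects left in the values, the share of variance between batches, 2.12% against at least 6.90% in reshuffled batches, decides nothing because removal of batch means fixes it. The test written first for removal of batch means without regard to strain gave a correlation over all genes of -0.23, opposite to the prediction and outside the reshuffled values (-0.212 to 0.173), and was judged void because centring sets the libraries of a batch against each other (the plain mean of the other libraries of each batch gave -0.419 in 1783 genes with no strain effect and -0.415 over all genes). A test added afterwards, of whether the mean of each batch's own strains was lost, gave 0.138 against a highest reshuffled value of 0.194. The removal of batch means, batch effects left in the values and a second rat all stay open.

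Genes that differed between SHR/OlaIpcv and BN-Lx/Cub and lie close together shared their pattern over the 30 HXB/BXH strains, with a median signed correlation of 0.525 for pairs 0.1 to 1 Mb apart (highest reshuffled value 0.0909). Overlapping transcripts or shared reads are argued against by pairs 1 to 5 Mb apart, which had 0.305 (highest reshuffled value 0.0754). Strains of a batch moving together in these values are argued against by pairs on different chromosomes, with 0.0360 (quartiles -0.111 and 0.188). Batch means appear to have been removed from these values beforehand, so batch movement before that removal was not tested. A shared local difference between the progenitors is likely the main part of the pattern given 0.525 at 0.1 to 1 Mb, and which variants carry it stays open.

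For SHR/OlaIpcv against BN-Lx/Cub, 1 of 10 splits of the 6 rats gave as many genes (real count 509, highest other 2), for SHR/OlaIpcv against WKY/NCrl 1 of 10 (370, highest other 4) and for BN-Lx/Cub against BN/NHsdMcwi 1 of 10 (129, highest other 1). These splits are too few for a share under 0.05. For F344/NCrl against F344/NHsd the real count was 0, so all 10 of 10 splits gave as many (highest other 1) and nothing is decided. For the strain effect 1 of 100 splits of all rats, the real one, gave as many genes (7997, highest other 70), so chance can be excluded.

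Of 80 outlier tests (20 genes in 4 strains with 4 rats), 5 singled out a rat, where 1 in 20 is the rate by chance. Cfap126 was at 9.35 in BXH11/Cub rat 3 (others 8.72 to 8.74) and Sqor at 10.86 in BXH11/Cub rat 4 (10.32 to 10.41). Rps10l1 was at 9.30 in HXB2/Ipcv rat 3 (8.83 to 8.88). In HXB20/Ipcv rat 1, Rps20-ps10 was at 9.01 (7.07 to 7.22) and Rpl37 at 8.17 (7.32 to 7.41). The cause was not tested.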

How the results depend on the processing

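The number of genes between SHR/OlaIpcv and BN-Lx/Cub was 509, 296 at an adjusted p under 0.01, 791 with libraries fitted and the rat as a random block, 519 with the replicate number as a block, and 347 to 476 with a rat left out. Of its named genes, Rpl37 was reversed in the RefSeq table (-5.43) and Rps10l1 no longer differed there (0.15, adjusted p = 0.972).

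Against WKY/NCrl the count of 370 became 170 at an adjusted p under 0.01, 95 with 2 strains alone (batch also left out), 430 with the block, and 226 to 365 with a rat left out. Against SHRSP/A3NCrl the count of 399 became 140 without batch, 173 at an adjusted p under 0.01 (74 higher and 99 lower), 149 with 2 strains alone (batch also left out), 394 with the block, and 166 to 343 with a rat left out. Rpl37 no longer differed in the RefSeq table (-0.26, adjusted p = 0.921).

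For LEW/Crl against LEW/SsNHsd the count of 594 became 910 in the rn6 table, 220 at an adjusted p under 0.01, 287 with 2 strains alone (batch also left out), 688 with the block, and 155 to 495 with a rat left out. For F344/NCrl against F344/NHsd the count of 0 became 2 in the RefSeq table, 4 in the rn6 table, 4 without batch, 1 with the block, 1 with median centring and 31 with 2 strains alone, and stayed 0 with any rat left out. For BN-Lx/Cub against BN/NHsdMcwi the count of 129 became 58 at an adjusted p under 0.01, 767 with libraries fitted and the rat as a random block (88 of the 129 among them), 128 with the block, and 48 to 130 with a rat left out.

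The strain effect held 7997 genes, 5257 in HXB/BXH strains alone, 8020 with the block, 7880 without LEW/Crl, and 4014 to 8029 with all rats of a replicate number left out. The median strain share was 42.6%, and 70.5% after batch was removed with strain in the model, for which no permuted value is given. The difference in intraclass correlation between panels, 0.00487, was reversed in the rn6 table (-0.150), with batch removed (-0.467) and in genes above the median (-0.0170, permutation p = 0.881). With a replicate number left out it ran from -0.0150 to 0.0330, reversed without number 1 (-0.00417), 3 (-0.0150) and 4 (-0.00370).

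The median SD between rats, 0.239, was 0.249 in the RefSeq table and 0.195 in genes above the median. The SD between strain means, 0.168, was 0.182 and 0.141, and that between libraries of SHR/OlaIpcv rat 1, 0.206, was 0.168 in genes above the median.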

Other observations

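Genes of the lists measured in the RefSeq table alone were not part of the counts and were read after the results were seen. The fatty acid transporter gene Cd36 was lower in SHR/OlaIpcv (7.80 ± 0.19, n = 4) than in BN-Lx/Cub (9.46 ± 0.68, n = 3, difference -1.91, SE 0.36, adjusted p = 0.000128, limma). It was higher in LEW/Crl (10.43 ± 0.04, n = 2) than in LEW/SsNHsd (7.98 ± 0.62, n = 2, difference 2.80, adjusted p = 1.28e-05). These LEW/Crl rats are those with low Y-linked genes, so a wrong sex label or mixed sample stays open for this difference. The fatty acid hydroxylase Cyp4a2 was lower in BN-Lx/Cub (10.53 ± 1.06) than in BN/NHsdMcwi (13.92 ± 0.83, n = 3 each, difference -3.39, adjusted p = 2.88e-05). The class I gene RT1-T24-1 was higher in SHR/OlaIpcv than in BN-Lx/Cub by 1.94 (adjusted p = 0.000407). Against WKY/NCrl, Cyp2j4 was higher by 1.33 (adjusted p = 6.41e-06) and the globin gene Hbb-bs lower by -2.27 (adjusted p = 0.00149). Their strain shares were 89.3% for Cd36, 86.9% for Cyp4a2 and 90.6% for RT1-T24-1.

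Male-type and female-type liver genes ran against each other over strains, a relation looked at after the LEW/Crl result was seen. Over 56 strains r was -0.810 and rho -0.757, each with a permutation p of 1e-05, the smallest they can give, and r was -0.746 without LEW/Crl and BXH5/Cub, the farthest strains. Without LEW/Crl, r was -0.766 and rho -0.744 over 55 strains, and -0.782 and -0.806 in the 30 HXB/BXH strains. In the 20 classic strains without LEW/Crl, r was -0.700 (permutation p = 0.00056) and rho -0.657 (permutation p = 0.00214), and r was -0.601 without SHR/OlaIpcv and SHRSP/A3NCrl. Within sequencing batches with at least 6 strains, r was negative in 9 of 12 and ran from -0.913 to 0.676 with a median of -0.569. The 3 exceptions were batches 16, 17 and 18 (0.0119, 0.0758 and 0.676), which held all FXLE/LEXF strains and several classic strains, so the relation was not seen in that part of the series. In the rn6 table without LEW/Crl, r was -0.848 and rho -0.828. This was the only relation of the kind examined, and with Cyp2a1 and Cyp2a2 kept in the means r was -0.824.

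In HXB17/Ipcv rat 2, the mean of the Y-linked genes was 7.92, against 9.36 in the other HXB17/Ipcv rats, 7.06 against 9.28 in the rn6 table and 7.9 against 9.42 in the RefSeq table. Its male-type minus female-type mean lay below those of the other HXB17/Ipcv rats in each table, at -0.96 against -0.16 and 0.14, at -2.68 against -1.21 and -0.74 in the rn6 table, and at -0.56 against 0.40 and 0.56 in the RefSeq table. In the rn6 table it was the lowest outside LEW/Crl (-2.96 and -1.95), followed by HXB25/Ipcv rat 1 (-2.15). In the main table rats with higher Y-linked means lay lower, namely SHR/OlaIpcv rat 1 (-1.45), BXH5/Cub rat 2 (-1.36) and HXB22/Ipcv rat 3 (-1.12). The scores rest on partly different genes in each table. Without LEW/Crl and this rat, 7651 genes differed between strains. The cause was not tested.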
